A study of Drosophila melanogaster with 8 samples.

How the data were processed

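The series profiled DNA carrying N6-methyladenine (6mA) in ovaries of Drosophila melanogaster. Genomic DNA was immunoprecipitated with a 6mA antibody and sequenced, a method named MeDIP-seq in the labels. The groups were control ovaries and ovaries in which a Sam-S transgene under UASp control was expressed in the germline with nanos-gal4. Sam-S encodes S-adenosylmethionine synthetase, the enzyme that makes the methyl donor of most methylation reactions. Of the 8 samples, 4 were immunoprecipitated libraries (2 control and 2 Sam-S) with processed peak lists, and 4 were input libraries for which no file was used here. The input libraries enter the values only through the authors' peak calling. Samples were grouped by the genotype and sample type in the labels, and libraries are named by genotype and replicate number.

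Peaks on the genome were called with MACS version 2.1.1.20160309, per the file headers. The headers name single-end mode, an effective genome size of 120 Mb, no fragment model, tags extended to 200 bp, 1 tag kept per position, a q cutoff of 0.05, and scaling of the smaller of the immunoprecipitated and input libraries up to the larger. Each immunoprecipitated library was called on its own against the input of the same genotype and replicate, per the file headers, so replicates were not pooled. The path of the alignments in the headers names bowtie and unique alignments; the aligner version and the genome build are not stated there. For each peak the deposited lists give the pileup signal at the summit, meaning the height of stacked extended tags after the authors' scaling. They also give the fold enrichment, a ratio that the authors' caller computed from the pileup and the local input background. The significance of each peak was deposited as −log10 of its p and of its q. A second deposited list per library holds peaks on transposon sequences, with fold enrichment as a ratio, −log10 of p and q, and an integer display score by the authors. No header or label states the caller, the cutoff or the treatment of duplicate tags for the transposon lists, and reads from all copies of a transposon may have been placed on its sequence. Every fold enrichment below is the authors' own value for a peak against that library's own input, and comparisons of folds between lists are descriptive for that reason.

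The coordinates of the genome lists are 1-based, as deposited, and those of the transposon lists were shifted to 1-based. Gene names came from a table of NCBI RefSeq genes of assembly Release 6 plus ISO1 MT. Because the build of the lists is not named, the fit of their coordinates to this table was checked on the chromosome arms. The midpoints of 77.2% of 6556 merged regions lay in a gene of the table, against 75.2% or less after shifting all midpoints by 5 kb or more in either direction. On 2L taken by itself the unshifted share was not the highest, at 74.37% beside 74.49% after a shift of -10 kb. The table was therefore used to say which gene a peak overlaps, and none of its coordinates is given. It holds no strand and no exons, so promoters, exons, introns and untranslated regions were not analysed here. No genome sequence was used here, so base composition and tandem repeats of peaks were not analysed.

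Peaks of the 4 lists that shared at least 1 bp were merged into regions, and each region was given the set of libraries with a peak in it. On simulated lists this step gave 7000 of 7000 regions their simulated set. The background at each summit was recomputed from the deposited pileup and fold, and the Poisson p recomputed from both differed from the deposited −log10 p by at most 0.000324 in the libraries whose immunoprecipitation was not scaled. The overlap of a list with another was compared with 1000 random placements of the shorter list's peaks on the same sequences, whose smallest possible p is 0.000999. Chromosome arms are X, 2L, 2R, 3L, 3R and 4, and their lengths were taken as the largest position in the lists or the gene table. A region was placed in a gene by its midpoint. Shares carry a 95% Wilson interval, which covers counting error only. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

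Genotypes were compared with a two-sided exact permutation test on the difference of means over the 6 assignments of the 4 libraries, whose smallest possible p is 0.333. No comparison of the genotypes could therefore pass 0.05, and differences are described by their size, the spread between replicates and the values in each batch. Peak number and covered length were tested on the log2 scale. The alternatives fixed before the data were examined were stricter cutoffs on q and on fold, chromosome arms only, merging of peaks within 500 bp, a larger minimum overlap, equal numbers of top peaks per library, random placement within 100 kb, peak summits in place of midpoints, other summaries of transposon folds, batch as a block and leaving out each replicate. A common background and p cutoff for the 4 lists, the removal of peaks whose input is near the pileup ceiling, the folds at regions with a peak in all 4 libraries and the positions of peaks within transposons were added after the data were seen.

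The labels give each library a batch number equal to its replicate number, so control 1 and Sam-S 1 share batch 1 and control 2 and Sam-S 2 share batch 2. Log2 ratios of folds were taken over the 565 regions with a peak in all 4 libraries. The ratio of control 1 over control 2 and that of Sam-S 1 over Sam-S 2 had a Pearson correlation of -0.0435 across regions. These ratios thus did not vary together from region to region. A correlation does not show a shift common to all regions, so a batch effect is not excluded. Among the 683 most significant peaks of each library, the Jaccard index of bases was highest between the batch 1 libraries, at 0.564. It was lowest between the batch 2 libraries, at 0.307. With batch as a block, the log2 difference in peak number was 1.66, equal to the value without the block by construction, and the exact sign-flip test over 2 batches has a smallest possible p of 0.5.

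The genome regions named in the text, and the transposons whose changes are given one by one in the report (HeT-A, accord2, roo and Tabor), were chosen by a rule fixed beforehand. The other transposons (412, Idefix, blood and gypsy10) and all positions within transposons were named after their values were seen. The rule took up to 3 regions with a peak in both Sam-S libraries and neither control library, up to 3 with the opposite set and up to 3 with a peak in all 4 libraries, ranked by the smallest fold among the libraries that have the peak. It took transposons with a peak in both libraries of one genotype only, of which there were 0, and those with peaks in all 4 libraries whose highest fold changed in the same direction in both batches. The Sam-S gene and the genes whose sequences are common in such transgenes (nanos, w, fs(1)K10 and the Hsp70 genes) were always examined. Whether the transgenes of this study contain the last 3 kinds is not stated in the labels.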

Results

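Ovarian genomic DNA was immunoprecipitated with a 6mA antibody from control flies and from flies overexpressing Sam-S in the germline, with 2 libraries per genotype. One library of each genotype was made in batch 1 (control 1 and Sam-S 1) and the other in batch 2 (control 2 and Sam-S 2). The question posed by the design is whether overexpression of Sam-S changes the 6mA profile of ovarian DNA. The immunoprecipitated libraries held 47403833 tags in control 1, 49800736 in control 2, 45068709 in Sam-S 1 and 39591292 in Sam-S 2 by the caller's headers. The matching input libraries held 40294502, 52344880, 39571865 and 47394608 tags. The caller multiplied the immunoprecipitated pileup by 1.051 in control 2 and by 1.197 in Sam-S 2 to match the larger input, and left it as it was in the batch 1 libraries. Peaks were called separately in each library against its own input.

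The number of peaks was 3433 in control 1, 683 in control 2, 4244 in Sam-S 1 and 5509 in Sam-S 2. The mean was 2058 ± 1945 (SD, n = 2) in control and 4877 ± 894 (SD, n = 2) in Sam-S libraries. On the log2 scale the difference was 1.66 in favour of Sam-S, with a two-sided exact permutation p of 0.333, the smallest that 4 libraries allow. The control libraries differed from each other more than the Sam-S mean differed from control 1. Within batch 1 the Sam-S library had 1.24 times as many peaks as the control, and within batch 2 it had 8.07 times as many. Leaving out a library moved the log2 difference most, to 0.49 without control 2 and to 2.82 without control 1, so the size of the difference rested on control 2.

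**Figure D1:**
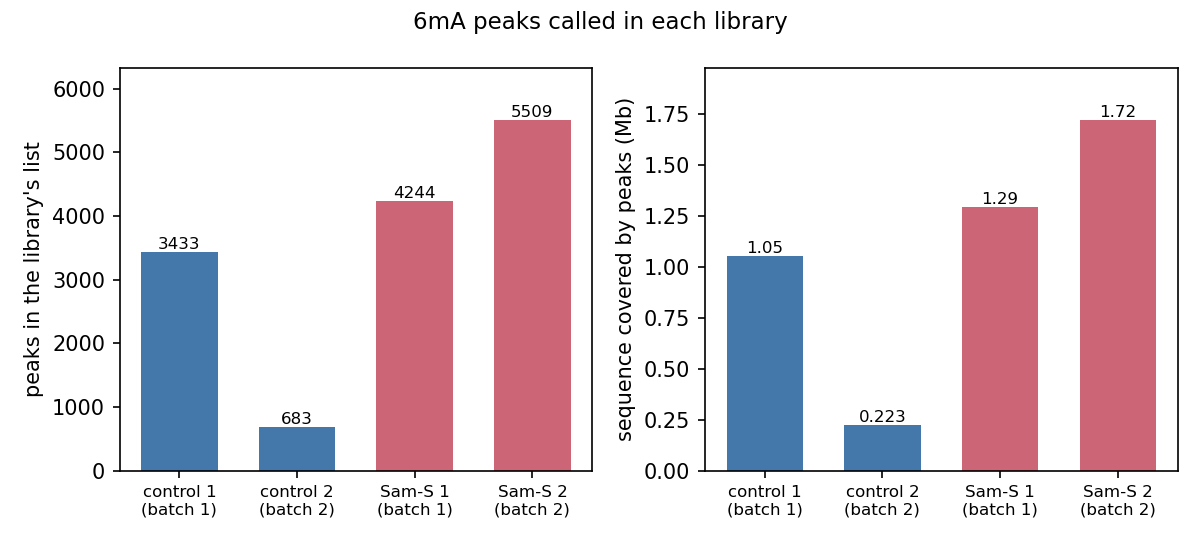
Bars give the number of 6mA peaks (left, counts) and the sequence they cover (right, Mb) in each of the 4 libraries, blue for control and red for Sam-S. Both Sam-S libraries lie above both control libraries, and control 2, with 683 peaks, lies far below the other 3.

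Peaks covered 1.05 Mb in control 1, 0.223 Mb in control 2, 1.29 Mb in Sam-S 1 and 1.72 Mb in Sam-S 2. The mean covered length was 0.638 ± 0.587 Mb (SD, n = 2) in control and 1.51 ± 0.301 Mb (SD, n = 2) in Sam-S, a log2 difference of 1.62 (exact permutation p = 0.333). Sam-S covered 1.23 times the control length in batch 1 and 7.71 times in batch 2. The log2 difference in covered length was 0.50 without control 2. The lengths of the peaks themselves were alike, with medians of 254, 251, 253 and 260 bp in control 1, control 2, Sam-S 1 and Sam-S 2.

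The median fold enrichment over input of the peaks was 1.88 in control 1, 1.76 in control 2, 1.94 in Sam-S 1 and 1.97 in Sam-S 2. The genotype means were 1.82 ± 0.0837 (SD, n = 2) for control and 1.96 ± 0.0202 (SD, n = 2) for Sam-S, a difference of 0.137 (exact permutation p = 0.333). The difference was 0.0637 within batch 1 and 0.211 within batch 2. The highest fold in any list was 5.06, in Sam-S 2. Each list holds a different set of peaks, so the folds were also compared at the 565 regions with a peak in all 4 libraries. There the median fold was 2.22 in control 1, 1.79 in control 2, 2.40 in Sam-S 1 and 2.50 in Sam-S 2. The fold was higher in Sam-S 1 than in control 1 at 426 of these regions (75.4%), and higher in Sam-S 2 than in control 2 at 549 (97.2%). Between the control libraries, control 2 was higher than control 1 at only 34 of the 565 regions. The median log2 ratio was 0.10 for Sam-S 1 over control 1, 0.48 for Sam-S 2 over control 2 and -0.32 for control 2 over control 1, so the separation of the controls exceeded the difference between the genotypes in batch 1. Regions within a library are not replicates, and no test was made across them.

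The lists overlapped far more than random placement would give. Of the 683 control 2 peaks, 96.0% touched a control 1 peak, 89.8% a Sam-S 1 peak and 95.6% a Sam-S 2 peak. Of the 3433 control 1 peaks, 73.6% touched a Sam-S 1 peak and 81.2% a Sam-S 2 peak. Of the 4244 Sam-S 1 peaks, 74.0% touched a Sam-S 2 peak. Random placements gave means between 2.70% and 8.64% for these 6 comparisons, and none of 1000 placements reached the observed share in any of them (permutation p = 0.000999, the smallest that the placements can give). The Jaccard index of bases was highest between control 1 and Sam-S 1, at 0.476, followed by 0.452 between the Sam-S libraries and 0.428 between control 1 and Sam-S 2. It was 0.200 between the control libraries, 0.152 between control 2 and Sam-S 1 and 0.121 between control 2 and Sam-S 2. The share of the shorter list that was touched averaged 85.0% within genotypes and 85.0% between genotypes. With the 683 most significant peaks of each library, these means were 59.7% within and 60.9% between genotypes. By this share, libraries of one genotype had no more peaks in common than libraries of different genotypes. The mean Jaccard index was 0.0313 higher within than between genotypes, which is small beside its range over the 6 comparisons.

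Merging the lists gave 7001 regions. Of these, 565 had a peak in all 4 libraries, 1696 in control 1 and both Sam-S libraries but not control 2, and 1883 in Sam-S 2 alone. A peak in both Sam-S libraries and neither control library was found at 833 regions, and the opposite set at 11. The other ways of grouping the 4 libraries gave 222 regions with peaks in batch 1 only, 7 in batch 2 only, 442 in control 1 and Sam-S 2 only, and 3 in control 2 and Sam-S 1 only. The count for both Sam-S libraries alone was therefore the largest of these 6. It fell to 48 when each library was limited to its 683 most significant peaks, beside 35 regions for both control libraries alone, 55 for batch 1, 14 for batch 2, 48 for control 1 with Sam-S 2 and 33 for control 2 with Sam-S 1. Without control 2, 841 regions had a peak in both Sam-S libraries and not in control 1, against 485 in control 1 and Sam-S 2 only and 230 in control 1 and Sam-S 1 only. Without control 1, the count rose to 2529.

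**Figure D2:**
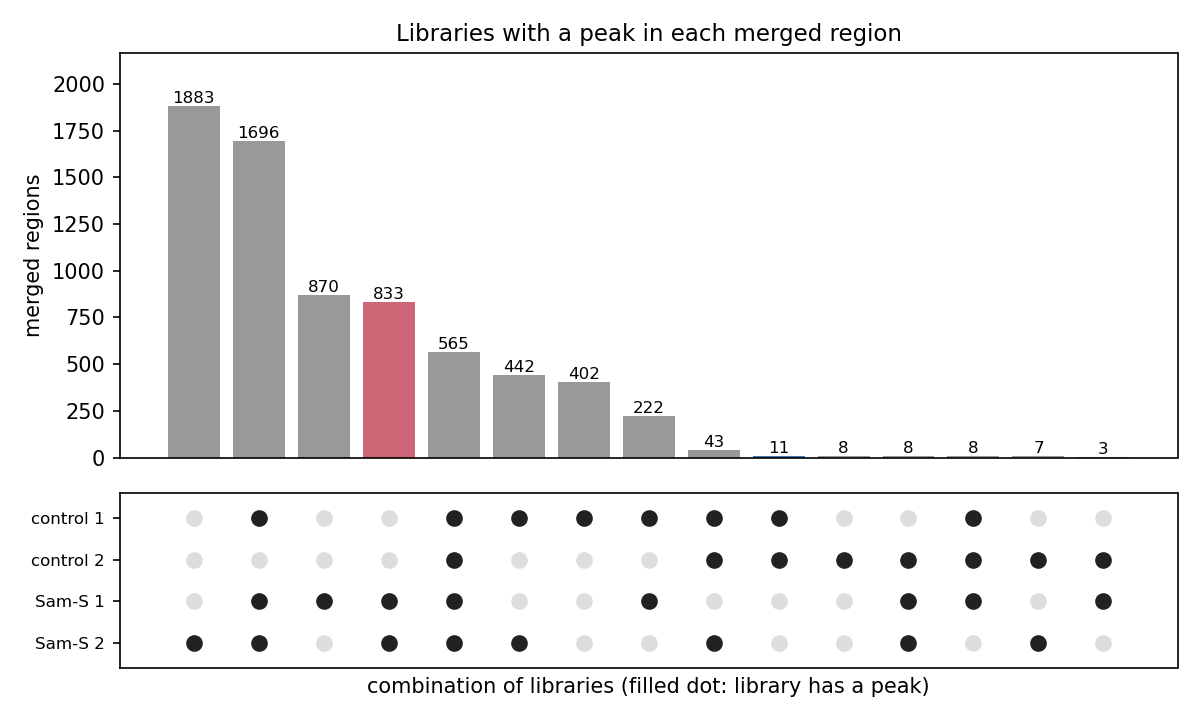
Bars give the number of merged regions for each combination of libraries with a peak, and the filled dots beneath name the libraries. The red bar marks the 833 regions with a peak in both Sam-S libraries only, and the blue bar marks the 11 regions with a peak in both control libraries only.

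The chance that a region of control 1 also had a peak in another library depended on its fold. When the control 1 regions on the arms were ranked by fold and divided into 10 equal classes, 64.5% of the strongest class and 5.43% of the weakest had a peak in control 2. The corresponding shares were 98.1% and 47.6% in Sam-S 1, and 100% and 48.6% in Sam-S 2.

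**Figure D3:**
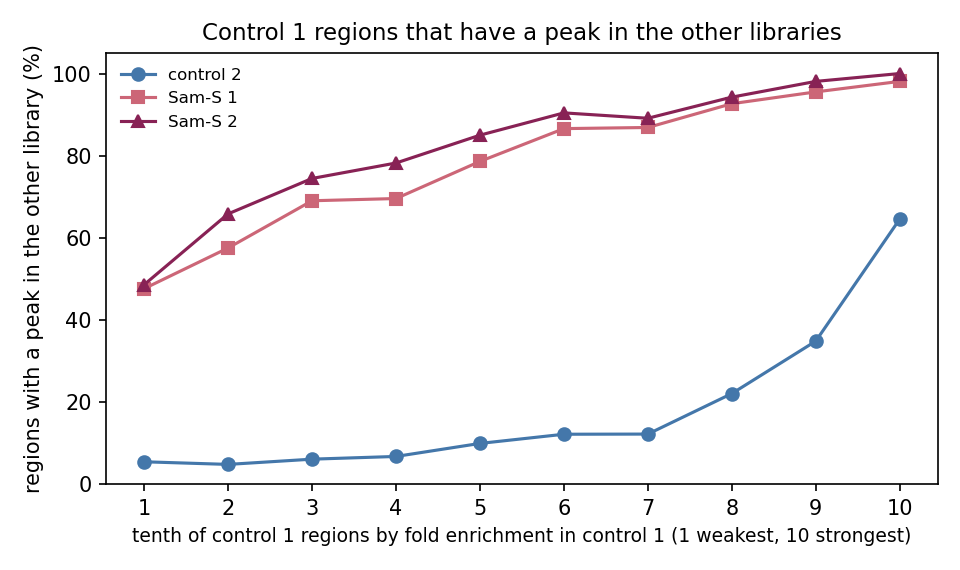
The horizontal axis gives 10 classes of control 1 regions by fold enrichment, from weakest to strongest, and the vertical axis the percentage with a peak in each of the other 3 libraries. The strongest class reaches 64.5% in control 2 and 98.1% or more in both Sam-S libraries.

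The regions with a peak in both Sam-S libraries only that had the highest folds were all on the X chromosome. They were X 9118596 to 9118882, outside any gene of the table, with folds of 2.78 in Sam-S 1 and 2.98 in Sam-S 2, X 12649117 to 12649433 within Tomosyn (2.80 and 2.77), and X 13517942 to 13518314 within Neto (2.56 and 2.75). The regions with a peak in both control libraries only that had the highest folds were off the chromosome arms. They were positions 16265 to 16566 of the mitochondrial genome, with folds of 2.02 in control 1 and 1.80 in control 2, and stretches of short unplaced sequences, with folds between 1.68 and 1.91. The strongest regions with a peak in all 4 libraries were 2L 626379 to 628068, overlapping CG2839, with folds of 4.29, 3.41, 4.30 and 4.16 in control 1, control 2, Sam-S 1 and Sam-S 2, and 2L 19260138 to 19261140, overlapping CG31797, with folds of 3.99, 3.096, 4.18 and 5.06. A stretch of an unplaced scaffold, from 729 to 1500, had folds of 3.95, 2.92, 3.53 and 3.15.

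Of the peaks on chromosome arms, the X held 32.4% in control 1 (95% Wilson interval 30.7 to 34.0%, 3168 peaks), 35.6% in control 2 (31.9 to 39.5%, 604 peaks), 31.0% in Sam-S 1 (29.6 to 32.4%, 4181 peaks) and 32.1% in Sam-S 2 (30.8 to 33.4%, 5158 peaks). The X makes up 17.6% of the length of the arms. Peaks per Mb on the X were 2.25, 2.63, 2.11 and 2.21 times those on 2L, 2R, 3L and 3R in control 1, control 2, Sam-S 1 and Sam-S 2. The share on the X was 34.0 ± 2.29% (SD, n = 2) in control and 31.5 ± 0.739% (SD, n = 2) in Sam-S libraries, with an exact permutation p of 0.333. Among the 683 most significant peaks of each library the sign of this difference changed, from -2.43 to 1.12 percentage points. Peak midpoints lay in a gene in 77.1% of control 1 (75.6 to 78.5%), 80.6% of control 2 (77.3 to 83.6%), 78.2% of Sam-S 1 (76.9 to 79.4%) and 77.8% of Sam-S 2 peaks (76.6 to 78.9%), against means between 70.3% and 70.6% after random placement. That placement used whole arms. For the merged regions the share in genes was 77.2%, and 74.7% or 75.2% after shifts of 5 or -5 kb. The excess of this share over nearby positions was therefore smaller than that over random placement. The share was 78.9 ± 2.51% in control and 78.0 ± 0.286% in Sam-S libraries (SD, n = 2, exact permutation p = 1, in a test that could not fall below 0.333). Sam-S minus control was 1.10 percentage points within batch 1 and -2.85 within batch 2. The mean difference of -0.87 percentage points, smaller than the spread of the control libraries, became 0.90 without control 2 and 0.93 among equal numbers of top peaks.

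Peaks off the arms made up 7.72% of control 1, 11.6% of control 2, 1.48% of Sam-S 1 and 6.37% of Sam-S 2 peaks. On the Y chromosome there were 8, 3, 6 and 13 peaks in the same order, with highest folds of 3.52, 2.97, 3.30 and 3.72. The origin of the reads placed on the Y in these ovary samples was not examined. The ribosomal DNA sequence had 7 peaks in control 1, 0 in control 2, 0 in Sam-S 1 and 31 in Sam-S 2, with folds no higher than 1.57. The mitochondrial genome had 8, 5, 3 and 5 peaks in the same order, which covered 4151, 3686, 1372 and 14996 bp.

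No peak lay within 1 kb of the Sam-S gene, nanos, w, fs(1)K10 or the 6 Hsp70 genes in any of the 4 libraries (0 of 10 loci in each). The nearest peak to Sam-S was 51.5 kb away, in Sam-S 2. The Hsp70 genes are near-identical copies, and the lists rest on unique alignments per the header paths, so peaks there are uncertain.

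On transposon sequences, 38 peaks were called in control 1, 32 in control 2, 41 in Sam-S 1 and 33 in Sam-S 2. They fell on 7, 8, 8 and 8 transposons, with 8 different transposons in all, namely 412, roo, Idefix, HeT-A, blood, gypsy10, Tabor and accord2. The number of transposons with a peak was 7.5 ± 0.707 (SD, n = 2) in control and 8 ± 0 (SD, n = 2) in Sam-S libraries (exact permutation p = 1). Only gypsy10 lacked a peak in a library, control 1. Limiting the lists to folds of at least 2 gave 4, 0, 3 and 4 transposons.

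For the 7 transposons with peaks in all 4 libraries, the highest fold of each was compared. The median over transposons was 2.07 in control 1, 1.51 in control 2, 1.90 in Sam-S 1 and 2.07 in Sam-S 2. The genotype means were 1.79 ± 0.397 and 1.99 ± 0.122 (SD, n = 2), a difference of 0.202 that was smaller than the spread of the control libraries (exact permutation p = 0.667). The difference was -0.16 within batch 1 and 0.57 within batch 2, and -0.0789 without control 2, so its sign depended on that library. Control 2 had the lowest value for 6 of the 7 transposons. Sam-S exceeded control in both batches for 4 transposons, and 0 were lower in both. The highest fold of a transposon can lie at different positions in different libraries. The highest fold of HeT-A was 1.69 in control 1 and 1.90 in Sam-S 1, and 1.40 in control 2 and 2.19 in Sam-S 2. The value of 2.19 lies at 4685 to 5262, where neither control library has a peak, and at the position shared by all libraries, 5714 to 6083, the Sam-S 2 fold was 1.73. The log2 change in batches 1 and 2 was 0.04 and 0.69 for accord2, 0.02 and 0.71 for roo, and 0.09 and 0.17 for Tabor. For accord2 both values set different positions against each other, and the Sam-S 2 value of 2.07 lies at 6119 to 6330, where no other library has a peak. Of the 2 accord2 positions with a peak in all 4 libraries, the one from 578 to 1216 had folds of 1.47 in control 1 and 1.88 in Sam-S 1, and of 1.28 in control 2 and 1.93 in Sam-S 2. The one from 3231 to 3598 had folds of 2.07 in control 1 and 1.98 in Sam-S 1, and of 1.27 in control 2 and 1.63 in Sam-S 2. For Tabor the batch 1 value sets control 1 at 4909 to 5161 against Sam-S 1 at 5378 to 5662. At 5868 to 6478 of Tabor, with a peak in all 4 libraries, the folds were 1.26 in control 1 and 1.42 in Sam-S 1. They were 1.51 in control 2 and 1.70 in Sam-S 2 there. Without control 2 the mean log2 change fell to 0.27 for HeT-A, 0.02 for accord2 and 0.09 for roo, from 0.41, 0.36 and 0.36, and was 0.18 for Tabor, from 0.13. The remaining 3 (412, Idefix and blood) were lower in Sam-S in batch 1 and higher in batch 2.

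**Figure D4:**
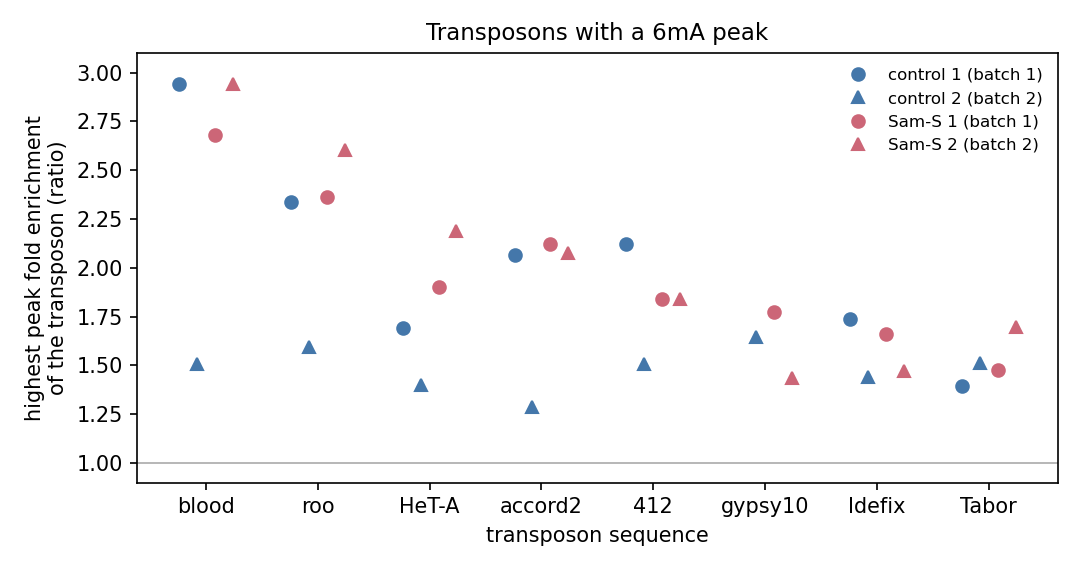
Points give the highest peak fold enrichment (ratio over input) of each transposon in each library, circles for batch 1 and triangles for batch 2, blue for control and red for Sam-S. Control 2 has the lowest point for 6 of the 7 transposons that have peaks in all 4 libraries, and gypsy10 has no point in control 1.

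The transposon peaks merged into 47 positions, of which 21 had a peak in all 4 libraries. At these 21 positions the fold was higher in Sam-S in both batches at 9, lower in both at 4 and of opposite direction at 8. Sam-S was higher at 9 of the 21 in batch 1 and at 17 in batch 2. The 8 positions of opposite direction were thus higher only in batch 2, which holds control 2. Peaks in both Sam-S libraries and neither control library were found at 4 positions, 551 to 770 and 4685 to 5262 of HeT-A and 4336 to 4646 and 5517 to 5788 of accord2. Peaks in both control libraries and neither Sam-S library were found at 3 positions, 5372 to 5590 of 412, 4562 to 5785 of roo and 4909 to 5161 of Tabor. These positions were chosen after their values were seen. In batch 1 alone 2 positions had a peak, and in control 1 with Sam-S 2 alone 1 position.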

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

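The exact tests of 2 against 2 libraries cannot fall below 0.333, so the p-values say nothing about stability, and only directions and sizes were compared. The settings with a common background, with regions shared by all 4 libraries and without peaks near the pileup ceiling were chosen after the data were seen.

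The difference in peak number kept its direction under every setting run, from 1.66 to 2.45 on the log2 scale across the cutoffs on q and fold, arms only, merged peaks, the common background and the ceiling setting. Across the 4 settings that each left out one replicate it ran from 0.49 to 2.82, and the lowest value was the one without control 2. The log2 difference in covered length ran from 0.50 to 2.74 in the same way, and the difference in median fold from 0.078 to 0.196. At regions with a peak in all 4 libraries, the difference in median fold was larger, at 0.444; all lists there hold the same regions, which removes the weak peaks found only in the longer lists.

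The number of regions with a peak in both Sam-S libraries and neither control library ran from 573 to 833 under the cutoffs on q and fold, arms only, the larger overlap, the 500 bp gap and the common background. It was 48 with equal numbers of top peaks, a setting that keeps only 683 peaks per library, while the opposite set, both control libraries only, went from 11 to 35. Leaving out one replicate in turn gave from 841 to 2716 regions, since fewer libraries have to lack or hold a peak.

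By the share of the shorter list that was touched, libraries of one genotype did not overlap more than libraries of different genotypes at any of the 3 settings: the within minus between difference was -0.0062 percentage points in the full lists, -0.0058 when 50% of the shorter peak had to be covered and -1.17 with equal numbers of top peaks. The mean Jaccard index was higher within genotypes by 0.0313 in the full lists and by 0.0116 with equal numbers of top peaks. The difference in the share of peaks on the X changed sign, to 1.12 percentage points, and that in the share in genes, to 0.93, with equal numbers of top peaks; the cause was not tested. Leaving out one replicate in turn gave from -4.05 to -0.81 for the X and from -2.64 to 0.90 for genes.

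The difference in the number of transposons with a peak was 0.5 in the full lists and 1.5 at folds of at least 2, which control 2 reached on 0 transposons, and ran from 0 to 1 when one replicate was left out. The difference in the median of the transposons' highest folds ran from -0.079 to 0.48 over the leave-outs and changed sign without control 2. With length-weighted folds, 4 transposons were higher in Sam-S in both batches and 1 was lower in both. For the transposons that were higher in both batches, leaving out one replicate gave log2 changes from 0.27 to 0.55 for HeT-A, from 0.02 to 0.71 for accord2, from 0.09 to 0.64 for roo and from 0.03 to 0.23 for Tabor. The lowest values of the first 3 were those without control 2. With length-weighted folds the change of HeT-A was 0.22, below its range over the leave-outs. For the transposons that differed in direction between batches, the changes ran from -0.21 to 0.29 for 412, from -0.15 to 0.12 for Idefix and from -0.066 to 0.90 for blood. No peak was found at the transgene-derived genes with or without the flanking 1 kb.

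With batch as a block the differences equal those without it, at 1.66 for log2 peak number, 1.62 for log2 covered length, 0.137 for median fold, 0.5 for transposons with a peak and 0.202 for the transposon fold. The block changed no call. Of 68 alternative values for single regions, transposons and overlaps with random placement, 60 were classed as unchanged, 4 as moved and 4 as changed in sign. Among these, only the transposon changes have a spread between replicates. The overlaps of single library pairs and the counts of libraries with a peak have none. Those that moved were the length-weighted change of HeT-A and the 3 named regions with peaks in both control libraries only, which had a peak in at most 1 library at the fold cutoff.

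Base composition of peaks in all its settings, and promoters within 500 bp of a transcript start, were not run, because no genome sequence and no transcript starts were used. The depth of 39591292 to 49800736 immunoprecipitated tags, at most 1 per position, limits the detection of weak peaks in every list. The absence of a peak in a library is therefore not a measured absence of enrichment.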

Other observations

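The tests chosen only after the result was seen are the comparison of library combinations without control 2, the comparison at equal classes of fold, the one on the ceiling of the pileup and the one on duplicate tags. Leaving out control 2 was itself a planned setting. The tests on depth and on a common p cutoff use a setting that was added after the data were seen.

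Control 2 had 683 peaks, far fewer than the other libraries, although its immunoprecipitated library was the deepest. Depth and the p cutoff are argued against as the cause. With pileup and background scaled to one common level and one p cutoff for all lists, control 2 had 0.200 times the peaks of control 1, and with one p cutoff alone 0.201 times. Weaker enrichment at all regions stays open. In the strongest of 10 classes of control 1 regions, the median ratio of the enrichment above 1 in control 2 to that in control 1 was 0.505, with regions that lack a control 2 peak ranked lowest, and 0.577 over the called regions alone. In all, 64.5% of that class but 5.43% of the weakest had a peak there. Shrinking the enrichment of every control 1 peak by 0.505 left 2346 peaks above the lowest p in the control 2 list, over 3 times the observed number. It left 824 above the p that all but 10% of the control 2 peaks pass, where the observed number is therefore below 683. The outcome thus depends on the cutoff, and the lists do not show which one applies. Applied to Sam-S 1, with a factor of 1.042, the same method kept 3433 of the 3433 control 1 peaks at the lower cutoff. Of these peaks, 2526 touched a Sam-S 1 peak. Keeping all of them was close to fixed in advance, because the factor was above 1 and the cutoff was lower in Sam-S 1. The lowest −log10 p was 3.07 in the Sam-S 1 list and 3.18 in the control 1 list. This application therefore does not test the method. It shows only that peaks which the method keeps need not be called in the other library. A uniformly weaker immunoprecipitation and a loss at some regions only cannot be told apart with lists that hold no values below the cutoff. Genotype does not separate control 2 from control 1, and no biological explanation was tested.

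The lower enrichment of control 2 was uneven over transposons, a pattern reported as values only. At the 21 transposon positions with a peak in all 4 libraries, the enrichment above 1 in control 2 had a median of 59.7% of that in control 1 and was lower at 20 positions. It was 6.15% at 5777 to 6850 of blood, where the fold was 2.94 in control 1 and 1.12 in control 2, and 25.8% at 3231 to 3598 of accord2. At 5868 to 6478 of Tabor the order was the opposite, with folds of 1.26 in control 1 and 1.51 in control 2. The fold at 6279 to 7053 of 412 was 2.12 in control 1 and 1.11 in control 2. In Sam-S 1 the enrichment at the same 21 positions ran from 46.1% to 197% of that in control 1, with a median of 99.4%. These positions were singled out after their values were seen.

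Among combinations of exactly 2 libraries, a peak in both Sam-S libraries and neither control library was the most frequent, at 833 regions. It stayed the most frequent when control 2 was left out, which argues against the low peak number of control 2 as the cause. There were then 841 regions in both Sam-S libraries and not in control 1, against 485 and 230 for the other combinations of exactly 2 libraries. By definition the first count cannot fall below 833, so only the comparison is informative. Weak peaks near the calling threshold are a candidate explanation for some of the 833 regions. These regions had median folds of 1.85 in Sam-S 1 and 1.94 in Sam-S 2, against 1.94 and 1.97 for all peaks of these lists. With −log10 q of at least 5 the count was 802, and with folds of at least the median of all lists it was 573. Both settings also remove control peaks, so they do not show how many of the 833 are weak. Of the regions with a peak in both Sam-S libraries, control 1 lacked a peak in 51.7% of the weakest of 5 classes by fold and in 3.06% of the strongest. The dependence on fold was common to all combinations. In the same classes of fold, regions shared by control 1 and one Sam-S library lacked a peak in the other less often. The 841 regions were 1.68 times the 502 expected at the shares of Sam-S 1 and 3.44 times the 244 expected at those of Sam-S 2. This comparison cannot exclude weak peaks as the cause of the excess. At regions with a peak in all 4 libraries the median fold was 2.22 in control 1, against 2.40 in Sam-S 1 and 2.50 in Sam-S 2. Regions of equal fold may therefore differ in strength where control 1 is one of the libraries, and both Sam-S lists are longer. The unequal lengths of the lists are a candidate explanation as well, because the count was 48 with equal numbers of top peaks and no longer exceeded the 55 of batch 1 alone. A modest gain of 6mA over many regions in Sam-S ovaries, which would also add weak peaks and lengthen the lists, stays open and was not tested.

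At the transposons, the 4 positions with peaks in both Sam-S libraries only lack a peak in control 1 too, so the low enrichment of the second control library cannot be their only cause. By definition, leaving that library out cannot lower their number, and what it contributes cannot be told apart. Without it, 5 positions had peaks in both Sam-S libraries and not in control 1, against 6 in control 1 and Sam-S 1 only and 1 in control 1 and Sam-S 2 only, so the Sam-S combination was not the most frequent. A genotype effect at HeT-A and accord2 stays open as untested.

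The X had more peaks per Mb than the autosomal arms in all 4 libraries. Weak calls near the threshold are argued against as the cause by the ratio among the 683 most significant peaks, which was 2.84 or higher in the 3 libraries with longer lists. In control 2 these are all its peaks. The higher density was present in both genotypes, so Sam-S does not account for it. Base composition and simple repeats, which can bias an antibody pull-down, were not analysed here and stay open.

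Some peaks lie on sequences where the input pileup itself is near the highest value that 1 tag per position and strand allows, 400 for tags extended to 200 bp. There were 15 such peaks in Sam-S 2 and 0 in the other libraries, on 9 sequences that include the mitochondrial genome and ribosomal DNA. Their median fold was 1.23, close to the factor of 1.197 by which the caller multiplied that library, and their range was 1.18 to 1.32. These peaks cover 19517 bp. With input near 400, a pileup at the ceiling can exceed it by little more than the scaling factor, so their folds follow from the selection. The 0 counts in the other libraries, which were scaled by 1.051 at most, follow from it as well. These values therefore leave scaling of a saturated pileup as a candidate and do not test it. In Sam-S 2, input near the ceiling was found at 4 of the 31 peaks on ribosomal DNA and 3 of the 5 on the mitochondrial genome. Whether scaling plays a part in the rest of these peaks was not assessed, because their input lay below the limit chosen for near the ceiling. The folds of all Sam-S 2 peaks ran from 1.18 to 1.51 on ribosomal DNA and from 1.21 to 2.91 on the mitochondrial genome. A gain of 6mA on mitochondrial or ribosomal DNA in Sam-S 2 was not tested.

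The transposon peaks reach far higher significance than their folds alone would give. If the transposon lists were made by the same caller with the same tag extension, the p and fold of 87.5% of the 144 transposon peaks imply a pileup above 400, with a median of 2429. This is consistent with duplicate tags being kept in the transposon lists, unlike in the genome lists. The significance of transposon peaks is then not comparable with that of genome peaks.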
